A study of Mus musculus with 2 samples.

How the data were processed

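The data are 2 single-cell RNA sequencing libraries, 1 from mice on normal chow and 1 from mice on a ketogenic diet, grouped by the treatment label of each sample. Per the labels, the cells were CD45+ cells resident in adipose tissue and the libraries were prepared with a 10x Genomics protocol. The deposited matrices hold raw UMI counts per gene and cell, which the authors had not normalised, per the file headers and the whole-number values. The labels and headers state no aligner, counter, genome build, annotation or rule for calling cells, and they do not state how many mice went into each library. The authors' deposited cluster table gives 2 t-SNE coordinates, which were not used, and a cluster number from 0 to 12 for 10017 of 10159 cells, at a resolution of 0.5 per the file headers. It names no cell types, and the tool and the filter on cells are not stated. On the files themselves, all 142 cells outside the table had more than 5% mitochondrial UMIs and no cell in it did. The matrices list 28692 Ensembl gene IDs, of which 28416 (99.0%) are in the GENCODE M21 annotation of GRCm38. That annotation gave positions only, and all 40 genes looked up were found. Because 58 symbols are shared by more than 1 ID, genes were handled by ID.

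The comparisons, the marker genes, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. With 1 library per diet there is no test between diets, and no p-value was computed. Each library's value is given with a 95% interval for counting error, exact binomial (Clopper-Pearson) for a share of cells and exact Poisson for a sum of UMIs. Where a count was 0, the limit is 3 counts. Median depths of 3469 and 3461.5 UMIs per cell leave single genes poorly measured in single cells, so expression was summed over the cells of a cluster.

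Clusters were named from fixed markers. A marker counted as raised when its summed CPM plus 20 was at least 2-fold higher in the cluster than in all other clustered cells. A cluster was called "X-like" when at least 3 markers of X were raised, at least 1 of them was among the cluster's 10 leading genes by fold, and no other class had more markers among those 10. Ties went to the class with the larger share of markers raised. A joint T-like name needed at least 5 raised markers of both the CD4 and the CD8 list, and a joint B and plasma-like name at least 4 of both lists. These thresholds were chosen after seeing the data, and clusters 4 and 8 stayed unnamed. NK stands for natural killer cells, ILC2 for group 2 innate lymphoid cells, cDC for conventional dendritic cells, DC for dendritic cells and Treg for regulatory T cells.

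The cells were also clustered here with Leiden on the 2000 most variable genes of both libraries together, with 30 principal components, 15 neighbours and a resolution of 0.5. Genes were first required in at least 20 cells. A second clustering left out 1140 genes that differed at least 2-fold between the libraries within clusters. It served to check shares of clusters whose leading genes differ between the libraries. Its clusters were matched to the deposited ones by the deposited cluster most of their cells came from, except the γδ T-like one, which was matched by name. That match left out an unnamed cluster of 15 chow and 17 ketogenic cells, 56.3% of them from cluster 11.

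Expression was compared as the log2 ratio of CPM, ketogenic diet over chow, with 0.5 added to each count. Over all cells, each cluster's CPM was weighted by its share of cells averaged over the libraries. Named genes are the 5 highest and 5 lowest ratios among genes with at least 100 UMIs over both libraries in the cluster, leaving out the cluster's own markers and mitochondrial, immunoglobulin and T cell receptor genes. Trdc, Il17a, Il17f, Mrc1, Folr2 and the sex chromosome genes fall outside this ranking. Trdc and the sex chromosome genes were fixed in advance, and the 4 list genes were singled out after their values were seen. Gene lists of the IL-17 program, the interferon-gamma and cytotoxic program, T cell activation, cell cycle, ketone body metabolism, fatty acid oxidation, NLRP3 inflammasome, lipid-associated macrophage, tissue-resident macrophage, MHC class II, interferon response, dissociation and immediate early genes, and tissue repair were used over genes with at least 10 UMIs. A list with fewer than 3 such genes gave no median. Each median has its percentile among 10000 random lists of the same size, drawn from 20 bins of mean expression. A gene with 0 UMIs on 1 side was also set to its bound against 3 counts.

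Shares of cells with given transcripts were computed after thinning every cell to 1000 UMIs, which left out no cell. In place of a random draw, the exact hypergeometric expectation over all draws was used and rounded to whole cells, except that the shares of NK-like and cDC1-like cells given as background for Hba-a1 and for B cell markers are unrounded expectations. This was chosen after seeing the data, because a single draw on simulated cells landed well below the share they were made with. The single draw was kept as an alternative. Doublets were scored per library with Scrublet, run through scanpy. Its automatic threshold marked 7 chow cells (0.157%) and 7 ketogenic cells (0.126%), which is too few to have worked, so no cell was removed from the main values. As an alternative, the 5% of cells with the highest scores in each library (223 and 278 cells) were left out.

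The log2 ratios, the choice of named genes, the list percentiles, the weighting of clusters and the thinning were tested on simulated counts. The naming of clusters, the clustering computed here and the tests of explanations were not. For γδ T-like and macrophage-like cells, every known change was at least 2-fold. Counts were drawn from 1 pooled profile, without differences between cells or free RNA. These tests therefore do not show how the rule handles small changes or genes carried by few cells. For γδ T-like cells, over 1142 genes, 150 of 200 genes changed by known amounts reached the minimum. All 10 genes the rule named were truly changed, the direction was recovered for 100% of those at the minimum, the median absolute error was 0.127 in log2, and 1 of 100 unchanged lists lay outside its central 95%. For macrophage-like cells, over 4983 genes, 191 of 200 changed genes reached the minimum, with 100% of directions recovered, a median absolute error of 0.133 and 4 of 100 unchanged lists outside. For the weighting over all cells, over 4515 genes, 95% of unchanged genes had an absolute log2 ratio under 0.154 with weights and under 0.867 without them. This set is smaller than the 10361 genes ranked over all cells in the data. The limits of 0.154 and 0.867 are therefore not shown to hold for the genes named over all cells. For the thinning, 500 cells made with a share of 86.5% gave an exact expectation of 86.4%, against a mean of 85.5% over 20 draws (80.6% to 88.2%) and 99.8% unthinned.

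Alternatives fixed in advance were Leiden clusters, the Trdc and Cd3 definition, other denominators, a minimum of 1000 UMIs per cell, leaving out B cells, a median-ratio size factor, the mean over cells of each cell's CPM, other minimum counts, free RNA subtracted as 10% of UMIs with the library's own profile, unweighted sums, and other depths and thresholds for cycling cells. Added after seeing the data were the clustering without differing genes, the top doublet scores, minima of 3000 and 2048 UMIs per cell, denominators without clusters 3 and 8 or with T-like clusters only, the macrophage marker count, the cells of cluster 11 with a Trdc UMI, the single thinning draw and the unthinned marker counts. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and matplotlib 3.10.9. 1 test in cluster 2 and 1 gene of another test are not reported here.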

Results

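Single-cell RNA sequencing had been done on CD45+ leukocytes from the adipose tissue of wild-type C57BL/6 mice. The mice had received either normal chow or a ketogenic diet (a diet that raises ketone bodies in the blood) for 1 week. Intravenous labelling, which marks leukocytes inside blood vessels, had been used to restrict the cells to those resident in the tissue. Each diet was represented by 1 library, so none of the differences below has a replicate check. The values are unique molecular identifiers (UMIs), each standing for 1 captured transcript molecule, and summed UMIs are given as CPM (counts scaled to a common total). The chow library held 4545 cells and 21570910 UMIs, with a median of 3469 UMIs per cell (range 1699 to 23716). The ketogenic library held 5614 cells and 26041785 UMIs, with a median of 3461.5 (range 2048 to 42577). The median number of genes detected per cell was 1292 under chow and 1330 under the ketogenic diet. The authors' deposited table assigned 4458 chow cells (98.1%) and 5559 ketogenic cells (99.0%) to 13 clusters, and these cells form the denominator of the shares below. All 142 cells without a cluster had a mitochondrial share of UMIs above 5%, which no clustered cell had. Square brackets give 95% intervals (exact binomial for shares, exact Poisson for sums of UMIs, exact conditional for ratios), which cover counting error only.

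The first question, which the title of the study raises, was whether γδ T cells were more frequent in adipose tissue under the ketogenic diet. Cluster 11, called γδ T-like here, held 59 chow cells (1.32% [1.01–1.70]) with a median of 3052 UMIs and 170 ketogenic cells (3.06% [2.62–3.55]) with a median of 3703 UMIs. The ratio of the shares was 2.31 [1.71–3.16]. None of the 10 genes that best set this cluster apart differed 2-fold between the libraries within it. The alternative that moved the ratio most was the denominator. Over the T-like clusters 2, 7 and 11 alone the γδ T-like share was 12.97% under chow and 12.89% under the ketogenic diet. The ratio was 0.994 [0.735–1.36], so no difference within these clusters was detectable at this depth. Cluster 4, whose leading genes include Cd3d, Cd3g and Cd3e, was left out of this denominator. Over all T-like, NK-like and innate lymphoid-like clusters and cluster 4 the ratio was 1.58 [1.17–2.16]. Clusters computed here, with a larger and a smaller γδ T-like cluster pooled, gave 1.88% and 3.18%, a ratio of 1.69 [1.30–2.22]. When genes that differed between the libraries were left out of the clustering, the shares were 1.46% and 2.88%, with a ratio of 1.97 [1.47–2.68].

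**Figure D1:**
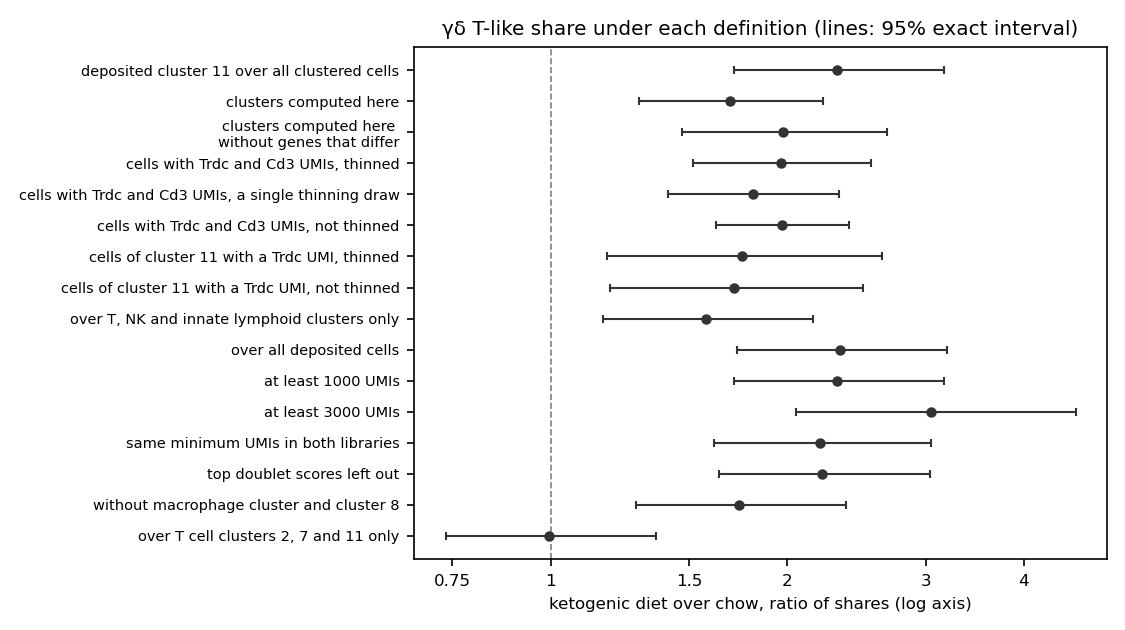
Ratio of the γδ T-like share of cells under the ketogenic diet to that under chow (log axis), for the deposited cluster 11 over all clustered cells and for each other definition, filter or denominator tried. Points are ratios and lines are 95% exact intervals; the values lie between 0.994 and 3.04, with a dashed line at 1.

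A second definition counted cells with at least 1 UMI of Trdc and at least 1 of Cd3e, Cd3d or Cd3g after thinning every cell to 1000 UMIs. Trdc (ENSMUSG00000104876) is the constant segment of the T cell receptor delta chain, annotated on chromosome 14 from 54142851 to 54148868 on the plus strand. By this definition 85 chow cells (1.91%) and 208 ketogenic cells (3.74%) qualified, a ratio of 1.96 [1.52–2.56]. Without thinning the shares were 3.34% and 6.58%, with a ratio of 1.97 [1.62–2.40]. Only 37 of the 85 chow cells and 80 of the 208 ketogenic cells lay in cluster 11, and a further 28 and 69 lay in cluster 4. Among cDC1-like cells, which should lack both transcripts, 0 of 307 chow cells and 1 of 355 ketogenic cells qualified, at median depths of 7906 and 9922 UMIs. Cells of other lymphoid clusters did qualify. They were 11 chow and 20 ketogenic NK-like cells, and 4 and 25 cells of the T-like cluster 2. Of thinned NK-like cells, 6.35% and 7.91% had a Trdc UMI. The cDC1-like background thus does not show that the definition is specific to γδ T cells. Within cluster 11, Trdc stood at 1512 CPM [1342–1697] from 287 UMIs under chow and at 1488 CPM [1398–1582] from 1015 UMIs under the ketogenic diet. Thinned cells of cluster 11 had a Trdc UMI in 64.4% under chow and 48.8% under the ketogenic diet (76.3% and 56.5% unthinned), against 0% and 0.563% of cDC1-like cells (0.977% and 3.66% unthinned). The CPM differed by only −0.02 on the log2 scale, so no order of Trdc expression is read from these shares. When only cells of cluster 11 with a Trdc UMI were counted, a definition chosen after seeing the data, they made up 0.852% of chow and 1.49% of ketogenic cells, a ratio of 1.75 [1.18–2.64], or 1.01% and 1.73% unthinned, a ratio of 1.71 [1.19–2.495].

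The second question was how the diets differed in the composition of the resident leukocytes. The macrophage-like cluster 3 held 19.3% [18.1–20.5] of chow cells and 2.61% [2.21–3.06] of ketogenic cells, a ratio of 0.135 [0.113–0.162], which is 7.39-fold lower. The alternative that moved this ratio most counted cells with at least 3 UMIs of the fixed macrophage markers without thinning, which gave 36.3% and 10.5%, a ratio of 0.289. After thinning to 1000 UMIs the same count gave 13.5% and 1.91%, a ratio of 0.141. In the NK-like cluster, which should lack these markers, 0.138% of chow and 0.0942% of ketogenic cells passed after thinning, at median depths of 2296.5 and 3147 UMIs. Since 3 of the 10 leading genes of cluster 3 differed 2-fold between the libraries, the cells were also clustered without such genes. The matching clusters then held 20.01% and 2.84% of cells, a ratio of 0.142. Cluster 3 carried monocyte as well as macrophage markers. Without the differing genes it split into a monocyte-like cluster with 639 chow and 135 ketogenic cells and a macrophage-like cluster with 253 and 23 cells.

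Cluster 8 reached no name under the marker rule, with 3 of 10 macrophage markers and 2 of 7 monocyte markers raised. It held 8.12% of chow and 0.845% of ketogenic cells, a ratio of 0.104 [0.0751–0.141], and 6.98% and 0.881% when clustered without differing genes. Chow cells made up 85.6% of cluster 3 and 88.5% of cluster 8, so either cluster may in part reflect its library instead of a cell type. Clusters 3 and 8 together fell from 27.4% to 3.45% of cells.

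The T-like cluster 2, in which CD4 and CD8 markers were both raised, held 5.29% of chow and 14.8% of ketogenic cells, a ratio of 2.79 [2.41–3.24]. Its ratio was 2.27 when clustered without differing genes. The B and plasma-like cluster 9 held 1.86% and 4.28% when clustered without differing genes, a ratio of 2.30, against 1.84% and 4.41% in the deposited clusters. That clustering split it into a B-like part (1.08% and 3.47%, a ratio of 3.22 [2.34–4.52]) and a plasma-like part (0.785% and 0.809%, a ratio of 1.03 [0.648–1.65]), in which no difference was detectable at this depth. Clustered without differing genes, the Treg-like cluster 7 held 2.13% and 3.31% (deposited: 3.59% and 5.90%), and the ILC2-like cluster 0 held 19.7% and 25.3% (deposited: 19.2% and 23.6%). The NK-like cluster 1 held 16.2% and 19.1%, a ratio of 1.18 [1.07–1.29]. The cDC2-like cluster 5, which also carried plasmacytoid dendritic cell markers, held 7.72% and 6.44%, a ratio of 0.835 [0.718–0.971]. Clustered without differing genes, it split into a cDC2-like part with a ratio of 0.731 [0.626–0.853] and a plasmacytoid DC-like part. The latter held 18 chow and 25 ketogenic cells, a ratio of 1.11 [0.584–2.17], in which no difference was detectable at this depth. For the cDC1-like cluster 6 (6.89% and 6.39%, a ratio of 0.927 [0.794–1.08]) and the cycling cluster 10 (3.19% and 2.77%, a ratio of 0.870) the difference in the deposited clusters lay within counting error. It lay outside with the same minimum of 2048 UMIs in both libraries, at 0.811 [0.694–0.948] and 0.758 [0.5998–0.959], and with a minimum of 3000 UMIs, at 0.806 [0.689–0.944] and 0.744 [0.586–0.945]. Clustered without differing genes, cluster 10 stood at 0.761 [0.594–0.975]. It fell into 3 parts that went different ways, with ratios of 1.51 [0.989–2.35] where CD4 T cell markers were raised, 0.609 [0.389–0.948] where cDC1 markers were raised and 0.401 [0.240–0.654] where cDC2 markers were raised. The mature DC-like cluster 12 held 1.30% and 0.899% when clustered without differing genes, a ratio of 0.691 [0.464–1.03], against 1.35% and 0.881%, a ratio of 0.655 [0.440–0.971], in the deposited clusters. Cluster 4, with T and NK cell genes and no name, held 6.03% and 9.26%. It merged into an NK-like cluster when differing genes were left out.

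**Figure D2:**
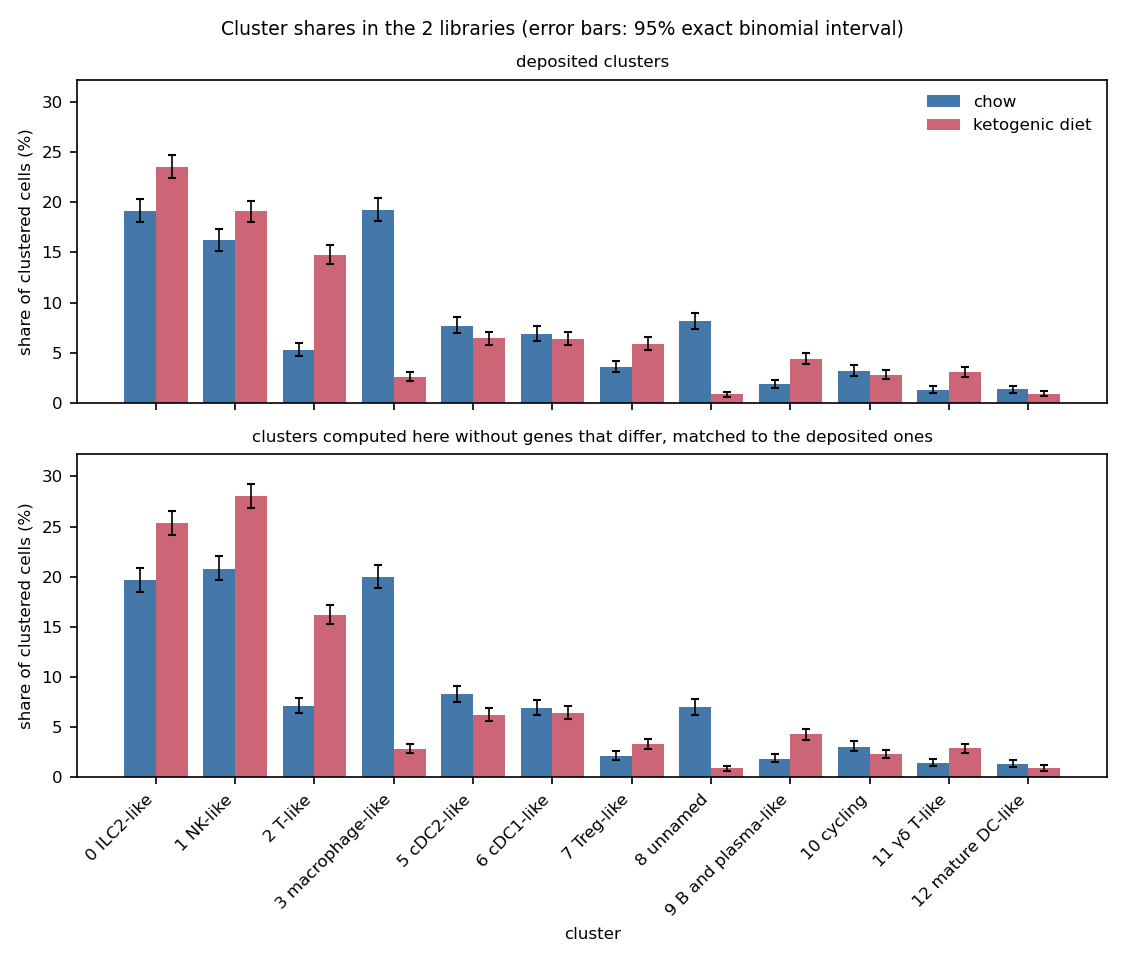
Share of clustered cells in each cluster (%), for the chow library (blue) and the ketogenic library (red), in the deposited clusters (upper panel) and in clusters computed here without genes that differ between the libraries (lower panel; cluster 4 has no counterpart and is left out). Bars are shares, error bars are 95% exact binomial intervals, and macrophage-like cells fall from 19.3% to 2.61% in the upper panel.

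The next question was which transcripts differed within γδ T-like cells. Sums over cluster 11 held 189870 chow and 682255 ketogenic UMIs, and 1142 genes reached 100 UMIs over both libraries. The median log2 ratio of these genes, ketogenic over chow, was 0.05, and 90% of them lay between −0.55 and 0.68. Genes are named by a fixed rule, the 5 highest and the 5 lowest ratios. Positions are those of the GRCm38 assembly in the GENCODE M21 annotation, matched by Ensembl identifier. The highest ratio belonged to Lck (ENSMUSG00000000409, chromosome 4 from 129548344 to 129573641, minus strand), with 8 chow and 99 ketogenic UMIs, 42.1 CPM [18.2–83.0] against 145 CPM [118–177] and a log2 ratio of 1.70. It was followed by Ms4a4b (chromosome 19 from 11443553 to 11467055; 12 and 139 UMIs) at 1.63 and Apobec3 (chromosome 15 from 79891659 to 79915906; 12 and 125 UMIs) at 1.48. Btg2 (chromosome 1 from 134075170 to 134079120) rose from 363 CPM [283–460] to 960 CPM [888–1036], a log2 ratio of 1.39. Uqcrc1 (chromosome 9 from 108936633 to 108949623; 11 and 106 UMIs) stood at 1.37. After thinning, 64.4% of chow and 48.8% of ketogenic cells of cluster 11 had a Trdc UMI, so its mix of cells may differ. Ms4a4b was also among the leading genes of the CD8 T-like cluster computed here. A different mix was not tested as a source of the ratios or list medians in γδ T-like cells.

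The lowest ratios in γδ T-like cells belonged to Retnla (ENSMUSG00000061100, chromosome 16 from 48842551 to 48844461, plus strand) and Lyz2 (chromosome 10 from 117277331 to 117282321, minus strand). Retnla had 86 chow and 38 ketogenic UMIs, 453 CPM [362–559] against 55.7 CPM [39.4–76.4], a log2 ratio of −3.01. Lyz2 had 92 and 55 UMIs and a log2 ratio of −2.58. Both are abundant in macrophages, and their ratios moved to −1.27 and −1.84 when 10% of each cluster's UMIs were subtracted as free RNA. Crip1 (chromosome 12 from 113146316 to 113153879) fell from 8063 CPM [7665–8478] to 3313 CPM [3177–3452], a log2 ratio of −1.28. Gm10116 (chromosome 13 from 74399694 to 74407346), annotated under the name of a ferritin light chain pseudogene, stood at −1.18 and is uncertain because reads can be shared with its parent gene. Dock2 (chromosome 11 from 34226815 to 34783892; 52 and 88 UMIs) stood at −1.09. The choice of minimum moved this set most, since at a minimum of 50 UMIs 3 of the 10 genes were among the 10 named. At a minimum of 200 UMIs only the 2 genes that reach it, Btg2 and Crip1, could remain.

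In macrophage-like cells the same rule was applied to 5078765 chow and 893097 ketogenic UMIs, with 4983 genes at the minimum and a median log2 ratio of 0.04. The highest ratio was that of Ly6i (ENSMUSG00000022586, chromosome 15 from 74979534 to 74983430, minus strand), at 8.66 CPM [6.29–11.6] under chow and 130 CPM [107–156] under the ketogenic diet, a log2 ratio of 3.90. Of its UMIs 23.1% came from 1 cell, and it belongs to a family of similar genes, so that reads can be shared. Ccl12 (chromosome 11 from 82101845 to 82103400) followed at 2.35, with 24.0% of its UMIs in 1 cell. Irf7 (chromosome 7 from 141262706 to 141266481, minus strand) rose from 33.9 CPM [29.0–39.3] to 170 CPM [144–200], a log2 ratio of 2.33. Phf11d (chromosome 14 from 59347407 to 59365470) stood at 2.13 and Ass1 (chromosome 2 from 31470207 to 31520672) at 2.11. At a minimum of 50 UMIs, 7 of the 10 genes named in these cells were among the 10 named.

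The lowest ratio in macrophage-like cells was that of S100a9 (ENSMUSG00000056071, chromosome 3 from 90692632 to 90695721, minus strand), with 512 chow UMIs in 43 cells and 1 ketogenic UMI, a CPM ratio of chow over ketogenic of 90.0 [16.1–3563]. Acot1 (chromosome 12 from 84009490 to 84018371) had 100 chow UMIs and 0 ketogenic UMIs, at least 5.86-fold lower against a floor of 3 counts in the ketogenic sum, and is uncertain because it has close paralogs. Arg1 (chromosome 10 from 24915221 to 24927484, minus strand) fell from 227 CPM [214–240] to 8.96 CPM [3.87–17.7], 25.3-fold [12.8–58.8]. Gm26870 (chromosome 9 from 3000282 to 3038313, a long noncoding RNA) had 395 and 3 UMIs, a ratio of 23.2 [7.87–113], and was lower under the ketogenic diet in all 13 clusters. Ccl17 (chromosome 8 from 94810453 to 94812036) had 141 and 1 UMIs, a ratio of 24.8 [4.38–986], with 25.4% of its UMIs in 1 cell.

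Over all clustered cells, each cluster was given the same weight in both libraries to take out the difference in composition. The median log2 ratio of 10361 genes was then 0.07, against 0.13 without the weights. The highest weighted ratios were those of Tpsb2 (ENSMUSG00000033825, chromosome 17 from 25366305 to 25369098) and Gcg (ENSMUSG00000000394, chromosome 2 from 62474530 to 62483650), each with 3 chow UMIs. Their unweighted CPM ratios were 43.2 [14.5–212] and 58.0 [19.6–284], and 1 cell held 93.8% of the Tpsb2 and 91.1% of the Gcg UMIs. Tpsb2 also has a close paralog. Ly6i stood at 3.26, but at 1.06 without the weights (53 and 135 UMIs). Sostdc1 (chromosome 12 from 36314139 to 36318452; 4 and 105 UMIs) stood at 3.20 and the antisense transcript 9530034E10Rik (chromosome 4 from 117975036 to 117993972; 21 and 104 UMIs) at 2.31, the last uncertain because the use of strand in counting is not stated. The lowest was Car4 (ENSMUSG00000000805, chromosome 11 from 84957786 to 84966044), with 108 chow UMIs and 0 ketogenic UMIs, at least 43.6-fold lower without weights against a floor of 3 counts. S100a9 stood at −3.84, Acot1 at −3.80, S100a8 (chromosome 3 from 90668978 to 90670035) at −3.15 (−3.81 without the weights) and Gm10801 (chromosome 2 from 98662237 to 98664083) at −2.86. Without the weights 5 of these 10 genes were among the 10 named.

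Gene lists fixed in advance were compared with 10000 random lists matched on mean expression, as a description of these libraries. Of the 26 pairs of list and cluster, 2 had too few genes to give a median, and 7 had a median outside the central 95% of their random lists. A minimum of 50 UMIs per gene in place of 10 moved this count most, to 5. In γδ T-like cells the interferon-gamma and cytotoxic list had a median log2 ratio of 0.58 (percentile 99.4), with 7 of 10 genes higher. It lay inside the central 95% at a minimum of 3 UMIs (0.45, percentile 96.9), at a minimum of 50 UMIs (0.45, percentile 96.8) and as a mean over cells (0.32, percentile 91.5). The MHC class II list stood at −0.36 (percentile 1.33), with 6 of 6 genes lower, and inside the central 95% at a minimum of 50 UMIs (−0.18, percentile 12.1). The IL-17 list stood at 0.02 (percentile 45.4). Within it Il17a (chromosome 1 from 20730905 to 20734496) had 22 chow and 25 ketogenic UMIs, 116 CPM [72.6–175] against 36.6 CPM [23.7–54.1], a log2 ratio of −1.66. Il17f went from 2 to 22 UMIs, or 10.5 CPM [1.28–38.1] against 32.2 CPM [20.2–48.8]. The lists for T cell activation (0.27, percentile 89.4; outside at a minimum of 3 UMIs, with 0.42 and percentile 97.6), fatty acid oxidation (0.51, percentile 95.3) and ketone body metabolism (−0.06, percentile 33.9) lay inside the central 95% of their random lists.

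In macrophage-like cells the interferon response list had a median log2 ratio of 1.39 (percentile 100), with 10 of 10 genes higher and 39.5% of its ketogenic UMIs in 5 cells. As a mean over cells, which gives each cell the same weight, its median was 0.84 (percentile 100). The interferon-gamma and cytotoxic list stood at 1.098 (percentile 100), with 12 of 12 genes higher, and at 0.72 (percentile 99.99) as a mean over cells. The 114 other genes at least 10 times higher in NK-like and T-like clusters had a median of 1.101 in these cells. The tissue-resident macrophage list stood at −1.32 (percentile 0.01), or −0.86 with Folr2 (35 and 0 UMIs) at its bound, and Mrc1 fell from 176 CPM to 44.8 CPM. Weighting the monocyte-like and macrophage-like parts of cluster 3 equally moved this median to −0.80. A minimum of 3 UMIs gave −0.66 (percentile 1.11), and a minimum of 50 UMIs, which left 4 genes, gave −0.38 (percentile 4.39), inside the central 95%. The MHC class II list stood at −0.39 (percentile 0.88) with 7 of 7 genes lower, and the dissociation and immediate early list at −0.23 (percentile 1.36) with 11 of 13 lower. The NLRP3 inflammasome list stood at 0.32 (percentile 96.2), inside the central 95% of its random lists, and at 0.35 (percentile 97.6), outside it, as a mean over cells.

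**Figure D3:**
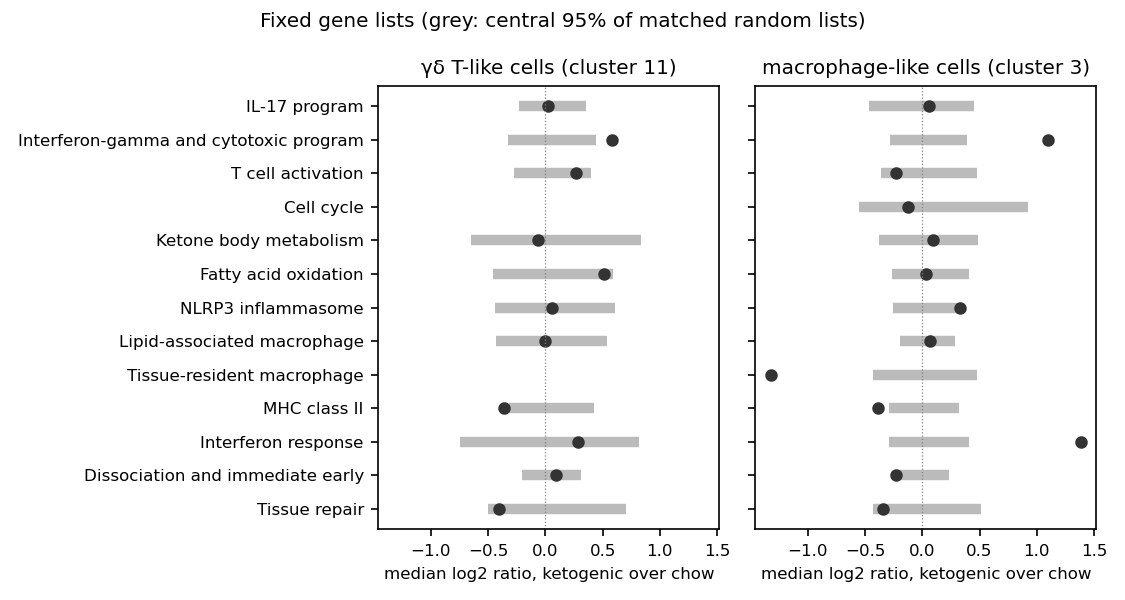
Median log2 ratio of each fixed gene list, ketogenic diet over chow, in γδ T-like cells (left) and macrophage-like cells (right). Points are list medians and grey bars are the central 95% of 10000 matched random lists, with no point where fewer than 3 genes of a list reached the minimum; 7 points lie outside their bar.

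Cycling cells were those with at least 2 UMIs over the cell cycle list after thinning to 1000 UMIs, a depth that left out no cell. In cluster 11 they numbered 0 of 59 under chow and 0 of 170 under the ketogenic diet, which allows shares of up to 5.08% and 1.76%. Unthinned, 2 of 59 and 3 of 170 cells passed. Cycling cells form cluster 10, so γδ T cells placed there by their cell cycle genes are left out of this count. After thinning, 2 of 142 chow and 5 of 154 ketogenic cells of cluster 10 had UMIs of Trdc and of a Cd3 gene, and 4.93% and 13.6% had a Trdc UMI unthinned, at median depths of 9720.5 and 10049 UMIs. These counts do not settle whether cycling γδ T cells differed. Over all clustered cells the share was 3.07% [2.59–3.62] under chow and 2.64% [2.24–3.10] under the ketogenic diet, or 6.48% and 6.06% unthinned. A threshold of 1 UMI moved these shares most, to 7.36% and 6.85%. Thinning to 2000 UMIs moved the difference between the diets most, to 4.56% and 3.67%, with 487 chow cells left out.

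Genes of the sex chromosomes gave the same picture in both libraries. Xist (X chromosome) had 2 chow and 1 ketogenic UMIs over all clustered cells. On the Y chromosome, Ddx3y had 1906 and 2319 UMIs, Eif2s3y 1244 and 1867, Kdm5d 180 and 213, and Uty 246 and 276.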

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

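Chosen only after the result was seen were the test of an even loss of cells, the single thinning draw and the intervals of the unthinned shares; the tests of both ratios were written before. The 142 cells without a deposited cluster, 87 from chow and 55 from the ketogenic diet, enter no comparison above and all carry more than 5% mitochondrial UMIs. After thinning to 1000 UMIs, 21.8% [11.8–35.0] of the ketogenic cells among them (12 of 55) held at least 3 UMIs of the fixed B cell markers, against 3.45% [0.717–9.75] of the chow cells (3 of 87). It was the only one of 21 marker signals compared in these cells whose ketogenic interval lay above the chow interval, and a single random thinning draw also gave 1. Unthinned, the shares were 27.3% and 3.45%, and 4 signals had a ketogenic interval above the chow interval: B cells, CD8 T cells, CD4 T cells and regulatory T cells. The CD8 and CD4 lists share Cd3e, Trac, Trbc2 and Cd5, and the regulatory T cell list also holds Cd3e. The T cell signals are therefore not independent, and none is specific to its kind of T cell. In clustered cDC1-like cells, which should lack B cell markers, 0% of ketogenic and 0.540% of chow cells passed, so the signal lies above background. The median depth of the cells without a cluster was 2821 UMIs under the ketogenic diet and 2211 under chow, and thinning sets both to 1 depth.

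A technical explanation is the loss of cells with a high mitochondrial share. A loss that took cells of every type evenly does not account for the B cell signal, since 3.53% of clustered ketogenic cells passed the same count, below the interval of 11.8% to 35.0%. A loss that took more B cells than other cells, by the same factor in both libraries, would keep the ratio of the libraries. Among clustered cells this ratio was 2.58 (3.53% against 1.37% under chow), inside that among cells without a cluster (6.33 [1.71–34.9]). It cannot be told apart from a loss that differed between the libraries, because 12 and 3 cells give an interval that admits most ratios. The same holds for the CD8 T cell markers, most of which are also CD4 T cell markers. Their ratio was 2.88 among clustered cells and 2.57 [0.988–7.15] among cells without a cluster (23.6% [13.2–37.0] against 9.20% [4.05–17.3], with overlapping intervals). Unlike for B cells, an even loss of cells is not ruled out for these markers. Among clustered cells 20.6% of ketogenic and 7.16% of chow cells passed, inside those intervals. Unthinned, the shares with CD8 T cell markers among cells without a cluster were 52.7% [38.8–66.3] and 19.5% [11.8–29.4], without overlap, at depths that differ. An effect of the diet stays open and was not tested.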

How the results depend on the processing

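Chosen only after the results were seen were the clustering without differing genes, the minima of 3000 and 2048 UMIs per cell, the top doublet scores, the denominators without clusters 3 and 8 and with T-like clusters only, the macrophage marker count, the cells of cluster 11 with a Trdc UMI, the unthinned marker counts and the single thinning draw. No paired analysis was possible because each diet has 1 library. Shares are judged by how they compare between the libraries, for clusters by the ratio of the shares, and not by the share in each library. Such a ratio is taken as close to the main ratio inside the 95% counting interval of the main ratio. A count of lists or of genes that remained is taken as close within 1.5 times. The log2 ratio of a gene is close within the 95% counting intervals of its UMIs, and the median of a list within 1 SD of its random lists.

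Of the alternative values for shares of clusters and cells, sets of named genes and the count of lists, 89 stayed close to the main value, 17 moved beyond it and 1 changed direction, leaving out those whose outcome was fixed beforehand. The γδ T-like ratio ranged from 0.994 to 3.04. The value of 0.994 came from T-like clusters 2, 7 and 11 as the denominator, which by construction removes any rise that T-like cells share. The denominator of T-like, NK-like and innate lymphoid-like clusters with cluster 4 gave 1.58, and clusters computed here gave 1.69. The value of 1.69 pools a γδ T-like cluster of 71 chow and 161 ketogenic cells with a smaller one of 13 and 16 cells. The larger alone gave 1.82 [1.37–2.44], inside the main interval [1.71–3.16], and the smaller 0.987 [0.445–2.23]. Il22 led the smaller cluster and also the unnamed cluster of 15 and 17 cells that the clustering without differing genes left out. The ratios of both clusterings thus count different sets of cells, and no other cause was tested.

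With a minimum of 3000 UMIs per cell the ratios were 2.22 for cluster 0, 4.39 for cluster 1, 4.67 for cluster 2, 3.89 for cluster 4, 0.701 for cluster 5 and 2.70 for cluster 7. The same minimum of 2048 UMIs in both libraries gave 1.48 for cluster 1, 3.30 for cluster 2 and 2.07 for cluster 7. In clusters 0, 1, 2, 4 and 7 these minima removed a larger part of the chow cells, which are shallower there (in cluster 1 the median depths were 2296.5 and 3147 UMIs). In cluster 5 few cells were removed, with 331 of 344 chow and 337 of 358 ketogenic cells left at 3000 UMIs. Its ratio fell with the denominators, which went from 4458 to 2556 chow cells and from 5559 to 3710 ketogenic cells. Clustering without differing genes gave 1.35 for cluster 1, whose counterpart takes in cluster 4, and 2.27 for cluster 2, where the cause was not tested. The unthinned macrophage marker count gave 0.289 for cluster 3; at 36.3% of chow cells it takes in more than the 27.4% of clusters 3 and 8 together. The directions of all these shares were kept. The ratio of cluster 3 ranged from 0.116 to 0.289, that of cluster 8 from 0.0756 to 0.126 and that of cluster 9 from 2.12 to 2.40.

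In γδ T-like cells, 6 of the 10 named genes remained with free RNA subtracted, 3 at a minimum of 50 UMIs and 2 at a minimum of 200 UMIs. The ranking after subtraction can include genes cut to 0 UMIs, whose ratio is set by the totals. In macrophage-like cells 5 remained at a minimum of 200 UMIs. Both values at 200 UMIs were fixed beforehand, since exactly the named genes with that many UMIs remain. Over all cells 5 remained when clusters were not weighted equally. By construction, a lower minimum changes which genes can be ranked; the cause of the other changes was not tested. Of the log2 ratios of single named genes under other settings, 54 stayed close and 6 moved, none changing sign. The medians of single gene lists stayed close in 37 cases and moved in 13. Signs changed for the NLRP3 inflammasome list in γδ T-like cells (0.06 to −0.53 at a minimum of 50 UMIs and −0.10 as a mean over cells), the lipid-associated list in γδ T-like cells (2.61e-05 to −0.21 at a minimum of 50 UMIs and −0.0088 at 3 UMIs), the cell cycle list in macrophage-like cells (−0.12 to 0.45 at a minimum of 3 UMIs) and the tissue repair list in macrophage-like cells (−0.34 to 0.08 at a minimum of 50 UMIs). The constant shift of the size factor alone changed the sign of the IL-17 (−0.027) and lipid-associated (−0.048) lists in γδ T-like cells and of fatty acid oxidation in macrophage-like cells (−0.013). The count of lists outside the central 95% went from 7 to between 5 and 8, and not always the same lists. In γδ T-like cells the cytotoxic list lay inside under 3 alternatives (0.45, 0.45 and 0.32) and MHC class II at a minimum of 50 UMIs (−0.18). T cell activation (0.42) and cell cycle (−1.36) lay outside at a minimum of 3 UMIs, and NLRP3 (−0.53) at 50. In macrophage-like cells the tissue-resident list (−0.38) lay inside at 50 UMIs and NLRP3 (0.35) outside as a mean over cells. Of the medians outside, the mean over cells also moved those of interferon response (1.39 to 0.84), the cytotoxic list (1.098 to 0.72) and the tissue-resident list (−1.32 to −1.56) in macrophage-like cells, and MHC class II (−0.36 to −0.66) in γδ T-like cells.

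Some alternatives decide nothing and are not in these counts: 19 values of the first kind (with both at 200 UMIs), 20 of single genes and 42 of list medians. A minimum of 1000 UMIs removes no cell, since the lowest depths are 1699 and 2048. The automatic doublet threshold called too few cells to have worked. The median-ratio size factor shifts all genes of a cluster by 1 constant and cannot reorder them. Another minimum that leaves a list its same genes cannot move its median, and a threshold of 3 UMIs cannot change cycling shares that are 0 at 2 UMIs. In γδ T-like cells the cell cycle list had 0 genes at the main minimum and the tissue-resident macrophage list 1 gene, so neither gave a median there. Depth limits the γδ T-like comparison most, with 189870 chow UMIs against 5078765 for macrophage-like cells, so that 4 of its named genes (Lck, Ms4a4b, Apobec3 and Uqcrc1) rest on 8 to 12 chow UMIs.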

Other observations

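Chosen only after the result was seen were the tests of the UMI minimum, of macrophages in other clusters and of macrophages broken open, both tests of the γδ T-like share, the tests of red blood cells, of the noncoding transcripts and of deeper sequencing; the other tests were written before their values were seen.

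Lists not given in the report lay inside the central 95% of their random lists. In γδ T-like cells the medians were 0.06 for NLRP3 inflammasome (percentile 49.1), 2.61e-05 for lipid-associated macrophage (percentile 40.5), 0.29 for interferon response (percentile 79.2; 0.03 with 1 gene at its bound), 0.09 for dissociation and immediate early genes (percentile 66.9) and −0.40 for tissue repair (percentile 4.61). In macrophage-like cells they were 0.06 for IL-17 (percentile 58.3), −0.23 for T cell activation (percentile 7.79), −0.12 for cell cycle (percentile 25.3; 0.27 with 1 gene at its bound), 0.09 for ketone body metabolism (percentile 54.6), 0.03 for fatty acid oxidation (percentile 39.9), 0.06 for lipid-associated macrophage (percentile 57.9) and −0.34 for tissue repair (percentile 4.80). The IL-17 list in macrophage-like cells moved to 0.92 (percentile 97.15, over 7 genes) at a minimum of 3 UMIs, still inside the central 95%. At the main minimum, median and mean differed in sign for NLRP3 inflammasome (mean −0.23) and lipid-associated macrophage (−0.18) in γδ T-like cells. In macrophage-like cells they did so for IL-17 (−0.17), fatty acid oxidation (−0.29) and lipid-associated macrophage (−0.01).

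The largest difference in composition was the lower share of clusters 3 and 8. Loss of shallow cells does not account for it, since 1.47% of the chow cells of these clusters lie under the UMI minimum of the ketogenic library. Macrophages that fell into other clusters do not either, since cells with macrophage markers in any cluster had a ratio of 0.141. Had macrophages broken open in the suspension, their transcripts should have stayed near the chow level as free RNA in other cells. Instead, 8 genes at least 50 times higher in clusters 3 and 8 than in NK-like cells had a median log2 ratio of −3.11 in NK-like cells, close to −2.86 in the whole library. Pooled, these genes fell from 310 to 75 UMIs in NK-like cells, a log2 ratio of −3.05 against −2.94 in the whole library. That similarity is consistent with free RNA that follows the cells of each library. It may also explain the low Retnla and Lyz2 of ketogenic γδ T-like cells, though those genes were left out of this test. Cells lost before the suspension was loaded, such as in digestion or sorting, would leave no trace in these files and were not tested. An effect of the diet is also open, and with 1 library per diet neither can be separated from a difference between preparations.

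The higher γδ T-like share has more than 1 reading. A smaller macrophage denominator does not account for all of it, since the ratio outside clusters 3 and 8 was 1.74 [1.29–2.38]. Over T-like clusters alone the ratio was 0.994, so these data are consistent with a rise of T-like cells of several kinds, of which γδ T-like cells kept their part. Cells carried in from lymph nodes or blood stay open as a source of such a rise.

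Cytotoxic genes were higher in ketogenic macrophage-like cells (list median 1.098, or 0.72 as a mean over cells). Free RNA from NK-like and T-like cells is a candidate explanation, since 114 other genes at least 10 times higher in those cells had a median of 1.101 in macrophage-like cells, close to their 1.18 in the whole library. The factor of 10 replaced one of 50 that left no gene to test. Doublets with lymphocytes do not account for the whole, because the list median was 0.91 after leaving out the 5% of macrophage-like cells richest in other lymphocyte genes.

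Interferon response genes were higher in ketogenic macrophage-like cells (list median 1.39). The 5 cells with the most such UMIs held 39.5% of them under the ketogenic diet and 15.7% under chow. Without these cells the median was 1.14, and as a mean over cells it was 0.84. Weighting the monocyte-like and macrophage-like parts of cluster 3 equally gave 1.25, with 1.18 and 1.003 inside the parts. Over the other 12 clusters the median of the list medians was 0.28, ranging from −1.24 to 0.64, which argues against a shift of all cells alike. A hypothesis that these tests leave open is an interferon response in macrophage-like cells under the ketogenic diet, as is a difference between the mice of the 2 libraries, whose number is not stated. In cDC1-like cells the same list went the other way (−1.24), but without the 5 cells of each library richest in these transcripts it was 0.0017, which indicates that a few chow cells carried that difference (28.5% of the chow UMIs in 5 cells). The MHC class II list was lower in the monocyte-like part of cluster 3 (−0.37) and near 0 in the macrophage-like part (0.07, with 19 ketogenic cells); the tissue-resident list stood at −0.57 and −0.37 in these parts.

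Hba-a1, an alpha globin gene on chromosome 11 from 32283511 to 32284465, was noticed among the leading genes of the ILC2-like cluster 0. Its UMIs there rose from 249 (105 CPM) to 2250 (516 CPM). It has a near-identical neighbour, Hba-a2, so the split between both is uncertain, and Hba-a2 rose too (38 and 370 UMIs). Red blood cells or their RNA do not account for it, since the ketogenic cells of cluster 0 held 5 UMIs of the beta globin genes Hbb-bs and Hbb-bt together and 0 of Alas2 and Slc4a1. A few rich cells do not either. After thinning, 28.9% [26.4–31.4] of ketogenic and 7.49% [5.82–9.47] of chow cells of cluster 0 had an Hba-a1 UMI (50.7% and 15.5% unthinned, median depths 3133 and 2610.5), against 0.446% and 0.132% of NK-like cells. Expression of alpha globin by ILC2-like cells, higher in this ketogenic library, is a hypothesis found and tested on the same cells. A difference between the libraries other than diet stays open.

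Gm26870 fell from 2108 to 640 UMIs and Gm10800 from 790 to 162 over all clustered cells. Both were lower in 13 of 13 clusters, with Gm26870 between −4.31 and −1.11 on the log2 scale. This is consistent with a difference between the libraries that all cells share, such as in preparation or counting, and the size still varied between clusters. It speaks against reading the low Gm26870 in macrophage-like cells as theirs alone. Whether copies elsewhere in the genome share these reads was not tested.

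The Tpsb2 signal of the ketogenic library may come from 1 mast cell. The cell with 150 Tpsb2 UMIs, placed in cluster 0, had UMIs of all 7 fixed mast cell markers (208 UMIs in total of the cell's 2673). Gcg behaved differently. The cell with 195 Gcg UMIs lay in cluster 2, had 19 Trac UMIs, and had UMIs of 0 of 10 other genes of endocrine cells, so 1 endocrine cell does not account for it. Its source stays open.

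NK-like cells of the ketogenic library were 1.37 times as deep as under chow. The T-like, γδ T-like, Treg-like and ILC2-like clusters and cluster 4 were deeper too (1.20 to 1.42 times), as were the cDC1-like and cDC2-like clusters (1.26 and 1.22), whereas the B and plasma-like cluster 9 was shallower (0.722). A higher UMI minimum is not the whole reason, since at the same minimum the ratio was still 1.24. Deeper sequencing of the whole library as the only cause would raise macrophage-like cells alike, whose ratio was 1.01, while cluster 8 stood at 0.577. The mix of cells within cluster 3 also differed, so a partial contribution of sequencing depth may remain.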
